# Ruminal Transcriptomic Analysis of Grass-Fed and Grain-Fed Angus Beef Cattle

**DOI:** 10.1371/journal.pone.0116437

**Published:** 2015-06-19

**Authors:** Yaokun Li, José A. Carrillo, Yi Ding, YangHua He, Chunping Zhao, Linsen Zan, Jiuzhou Song

## Abstract

Beef represents a major diet component and one of the major sources of protein in human. The beef industry in the United States is currently undergoing changes and is facing increased demands especially for natural grass-fed beef. The grass-fed beef obtained their nutrients directly from pastures, which contained limited assimilable energy but abundant amount of fiber. On the contrary, the grain-fed steers received a grain-based regime that served as an efficient source of high-digestible energy. Lately, ruminant animals have been accused to be a substantial contributor for the green house effect. Therefore, the concerns from environmentalism, animal welfare and public health have driven consumers to choose grass-fed beef. Rumen is one of the key workshops to digest forage constituting a critical step to supply enough nutrients for animals’ growth and production. We hypothesize that rumen may function differently in grass- and grain-fed regimes. The objective of this study was to find the differentially expressed genes in the ruminal wall of grass-fed and grain-fed steers, and then explore the potential biopathways. In this study, the RNA Sequencing (RNA-Seq) method was used to measure the gene expression level in the ruminal wall. The total number of reads per sample ranged from 24,697,373 to 36,714,704. The analysis detected 342 differentially expressed genes between ruminal wall samples of animals raised under different regimens. The Fisher’s exact test performed in the Ingenuity Pathway Analysis (IPA) software found 16 significant molecular networks. Additionally, 13 significantly enriched pathways were identified, most of which were related to cell development and biosynthesis. Our analysis demonstrated that most of the pathways enriched with the differentially expressed genes were related to cell development and biosynthesis. Our results provided valuable insights into the molecular mechanisms resulting in the phenotype difference between grass-fed and grain-fed cattle.

## Background

As the integral part of food production system, cattle not only make valuable contributions to the diversity of human food supply, but also play a main role in nutrient recycling and still constitute a significant work force in some countries. In the next decades, large demand for beef could be foreseeable for most developing countries and particularly for those with large populations and rapid demographic growth rate. Therefore, it is necessary for researchers to enhance the animal productivity through the application of appropriate technologies, particularly in production system and nutrient digestion [1]. Although the increment of meat production is critical for the years to come, the improvement in composition and quality of the beef is also essential. Among the beef characteristics, flavor, as the combination of taste and aroma, is one of the most important factors affecting consumer preference [2]. Nowadays, the market is more demanding for the flavor, quality and composition of beef. Additionally, with regard to the perceived divergence in nutritional quality between grass-fed and grain-fed cattle, growing consumers were interested in grass-fed beef products due to the decreasing fatty acid content [3]. It was reported that grass finished beef had higher concentration of diterpenoids and derivatives of chlorophyll, which changed the aroma and flavor of the cooked beef [4]. In addition, studies on lamb suggested that the meat from concentrate feeding was more tender and juicer than the grass-fed lambs; meanwhile, the carcass was heavier, with more fatty and less liver flavor in animals from concentrate diets [5]. The beef composition also diverged between grass-fed and grain-fed cattle. For instance, beta-carotene was the precursor of retinol (Vitamin A), a fat-soluble vitamin critical for bone growth, cell differentiation and division, and reproduction [6]. As compared to grain-fed animals, pasture-fed cattle had significantly larger amounts of beta-carotene in their muscles. Vitamin E, another fat-soluble vitamin with eight different isoforms, had powerful antioxidant activity [7]. Numerous studies have demonstrated higher concentration of vitamin E in the meat of grass-fed cattle compared with products from concentrate diets [8–10].

In the course of evolution, ruminants developed a forestomach where bacteria, fungi and protozoa disintegrated the forage under anaerobic conditions. Functionally, the reticulum and rumen constituted a unit called reticulorumen, where the ingesta mixed constantly to facilitate microbial digestion. Ruminal pillars projected the aliment into the rumen and the contraction of the walls promoted the circulation of contents in the reticulorumen. Additionally, rumination drove the decrease of size and the increase of density in the particles [11]. This series of processes were necessary to supply adequate nutrition for animals’ maintenance, growth and production. Rumen formed the lager part of the reticulorumen and served as the main site for plant material digestion and microbial fermentation.

Angus, as one of the most famous cattle breeds of the world, contributed to large proportion of beef yield, especially in America. Surrounding it, numerous valuable researches were carried on. For instance, most studies were carried on focusing on rumen microbes and its fermentation effects [12–15]. Whereas, little information about ruminal transcriptome was reported; the molecular mechanism of feed digestion and nutritional absorption remained largely unknown.

In the project, we hypothesize that rumen may function differently under grass-fed and grain-fed regimes, which result in different compositions and flavor of beef. To test it, we choose the ruminal wall tissue as our primary experiment material. The RNA sequencing (RNA-Seq) method was used to identify differentially expressed genes (DEGs) in the ruminal wall of grass-fed and grain-fed bovines. Then, based on the DEGs list, we performed a computational function analysis and found potential mechanisms contributing to the difference between the two groups.

## Materials and Methods

### Sample collection

Ruminal wall samples from two randomly chosen animals per group were obtained, totaling four samples. The animals were born, raised and maintained at the Wye Angus farm. This herd, which has been closed for almost 75 years and yielded genetically similar progenies, constitutes an excellent resource to perform transcriptomic analysis. The genetic resemblance among individuals permits us to better control the cause of variation between experimental clusters and individuals. The randomly chosen pairs of animals were part of larger sets of steers that received a particular treatment. All animals received the same diet until weaning. The grain group received conventional diet consisting of corn silage, shelled corn, soy bean and trace minerals. The grass fed steers consumed normally grazed alfalfa; during wintertime, bailage was utilized. The alfalfa has been harvested from land without any fertilizers, pesticides or other chemicals. The steers ate no animal, agricultural or industrial byproducts and never receive any type of grain. Then, the calves were randomly assigned to one diet and exclusively received that regimen until termination. Grain—fed animals reached the market weight around the age of 14 month-old, however, grass-fed steers required approximately 200 additional days to achieve the same weight. Immediately after termination at the Old Line Custom Meat Company (Baltimore, MD) a small piece of ruminal wall was excised, cleaned and preserved at -80°C for posterior processing.

### RNA extraction and sequencing

Total RNA was extracted individually (two animals per group) using Trizol (Invitrogen, Carlsbad, CA, USA) followed by DNase digestion and Qiagen RNeasy column purification (Invitrogen, Carlsbad, CA, USA), as previously described [16]. The RNA sample was dissolved in RNAse-free H_2_O; the integrity and quality of RNA were then checked by a NanoDrop 1000 spectrophotometer and by resolution on a 1.5% non-denaturing agarose gel. Each library was identified by adding 6-bp adaptors and sequenced at 50 bp/sequence read using an Illumina HiSeq 2000 sequencer, as described previously [17]. Approximately 30 million reads per sample were generated.

### Data analysis and bioinformatics

After we got the raw sequenced reads data, we checked the quality through FastQC [18], which is an online tool with the capability to report the quality profile of the reads. Then, alignment to the reference genome (Bos_taurus_UMD3.1/bosTau6) obtained from the UCSC (http://genome.ucsc.edu/) was performed employing Bowtie (Ultrafast, memory-efficient short read aligner). During this step, the first 15 bases of each read (50 bp) were trimmed to avoid low Phred quality scores, resulting in 35 bp tags. The counting of reads per gene was executed by the summarizeOverlaps function implemented in R. The identification of differentially expressed genes was achieved employing the edgeR software package and the included generalized linear model (GLM) approach, which requires a design matrix to describe the treatment conditions (grass-fed and grain-fed). In edgeR, an effective library size was computed using a scaling factor based on library sizes. The normalization was model-based and the original counts were not transformed. For variance calculation, edgeR first estimated a common dispersion for all reads and then employed a Bayesian strategy to force the tagwise variation towards the common dispersion, increasing the detection sensitivity. The threshold for calling a differentially expressed gene was false discovery rate (FDR) <0.1.

Through online software David Bioinformatics Resources 6.7, we performed the GO enrichment analysis and analyzed the biological process, cellular component and molecular function associated with the DEGs [19,20]. The enrichment of the GO terms was decided by Fisher’s exact test. Ingenuity Pathways Analysis (IPA, Ingenuity Systems, and www.ingenuity.com) was further utilized to analyze the genetic networks, molecular functions and molecular pathways enriched in the DEGs [21]. IPA, a highly convenient software application, can sanction biologists to classify the pathways, molecular networks and functions most relevant to genes of interest or experimental datasets [22–26]. Fisher’s exact test was utilized to calculate a p-value across the process of IPA analysis.

### Quantitative real-time PCR (qRT-PCR) analysis

qRT-PCR was conducted to validate and compare the expression of several randomly selected DEGs found in the RNA-Seq analysis on the iCycler iQ PCR system (Bio-Rad, Hercules, CA, USA). The template cDNA was obtained through the iScript First Strand Synthesis System Kit (Bio-Rad) for reverse transcriptase-PCR with 500 ng of total RNA. The RT-PCR reactions were performed with a QuantiTect SYBR Green PCR Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. An online primer system (http://frodo.wi.mit.edu/primer3/) was used to design the primers. Three technical replicates and two independent biological replicates were performed for each product. GAPDH was selected as the control gene [27]. All the primer sequences were listed in S1 Table.

## Results

### Alignment of sequencing reads

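Ruminal wall RNA of 4 Angus steers was sequenced, 2 raised on grass (Grass_104 and Grass_222) and 2 raised on grain (Grain_184 and Grain_224). The paper states that grain-fed steers reached market weight at about 14 months and that grass-fed steers needed about 200 days more, so that age differed together with diet. The authors trimmed 15 bases from each 50 bp read, aligned the reads to the bovine genome build UMD3.1 with Bowtie and counted reads per Ensembl gene with summarizeOverlaps. The counting mode and the use of strand are not given in the sources used here. The deposited table holds 1 value per gene and animal that the authors had adjusted in edgeR to a common library size (pseudo-counts). These values are not whole reads. Each one follows from the 2 whole counts of a gene within a diet group, and inverting the adjustment gave whole reads for all 24616 genes, with a largest relative error of 6.4e-09. The recovered reads assigned to genes were 5242466 in grass-fed steer Grass_104, 6216014 in grass-fed steer Grass_222, 8885034 in grain-fed steer Grain_184 and 9030027 in grain-fed steer Grain_224. The paper gives 24697373 to 36714704 sequenced reads per sample, which is the depth before alignment and counting. The values below use the reads counted in genes. The 2 diets were compared with limma on log2(pseudo-count + 1) over the 12746 genes with a pseudo-count of at least 10 in at least 2 animals, with a two-sided test at a false discovery rate (FDR) under 0.1. Fold changes on this scale understate the change of genes with few reads. Count tests in edgeR and DESeq2 were run on the recovered reads as alternatives. The choices that could change the numbers were the test, the spread that each test assigns to a gene, the filter and the added pseudocount. Gene symbols could be paired with Ensembl identifiers through Table 2 alone, and 9 of its genes are reported. Other genes are described by number.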

In total, 24,697,373 to 36,714,704 sequence reads were generated per sample. Table 1 summarized the alignment results. For the four samples, the alignment level exceeded 82%. 

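Both grain-fed libraries held more reads in genes than both grass-fed libraries. Summed over the 2 animals of a diet, the grain-fed libraries held 17915061 reads in genes and the grass-fed libraries 11458480, a ratio of 1.56. With 2 animals against 2, the smallest p that a two-sided exact permutation test can give is 0.333, so a permutation test of this difference cannot reach 0.05. Of the aligned reads that the paper lists in Table 1, 29.8% were counted in genes in the grain-fed group and 25.0% in the grass-fed group, as sums over both animals. The paper's sample names in Table 1 are not tied to animal numbers, so this share was not computed per animal.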

The number of reads in the grain-fed group was greater than that in the grass-fed group; however, the alignment proportion comparison demonstrated the opposite direction (S1 Fig). 

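At least 1 read was counted in at least 1 steer for 17307 genes, and 7309 genes of the table had 0 reads in all 4 steers. Genes with at least 1 read numbered 13706 in grass-fed steer Grass_104, 15244 in grass-fed steer Grass_222, 14842 in grain-fed steer Grain_184 and 15371 in grain-fed steer Grain_224. Grass-fed Grass_104, the library with the fewest reads, also had the fewest genes detected. Among the genes reported from Table 2, GALNT15, MFAP5, ADAMTS15 and RSPO3 had 0 reads in both grass-fed steers, and F2RL1, DSG1 and LOC512548 had 0 reads in both grain-fed steers.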

Sequencing results showed that 24,616 genes could be considered for the analysis (S2 Table). Among these genes, 342 displayed significantly differential expression levels for the FDR less than 0.1 (S3 Table).

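Both grass-fed steers had higher pseudo-counts than both grain-fed steers for 2909 of the 12746 genes tested, DSG1 (a desmosomal cadherin) and MPZL2 (a cell adhesion protein) among them. Both grain-fed steers were higher for 3321 genes, which include MFAP5 (a microfibril-associated glycoprotein) and RSPO3 (a secreted activator of Wnt signaling). These are 22.8% and 26.1% of the genes tested, and chance gives 16.7% for each direction with 2 animals against 2. Genes that vary together in a steer can move such shares far from 16.7%, and 2 animals per diet give no measure of that. With limma, 0 genes reached FDR under 0.1. The lowest FDR was 0.546, and 1126 genes had an unadjusted p under 0.05. edgeR's quasi-likelihood test on the recovered reads also called 0 genes. edgeR's likelihood ratio test called 515 genes over the same 12746 genes, and DESeq2 called 528. The call also depended on single animals in limma, where 5122 genes passed without grass-fed steer Grass_104 and 195 without grass-fed steer Grass_222, while 0 genes passed without either grain-fed animal. In these runs the lone steer of a diet is assumed to vary like the others. Of the 342 genes in the authors' deposited table, 308 were among the genes tested, and all 308 had the same direction in limma as in that table.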

**Table 1:** Alignment of RNA-Seq Reads to the Bovine Genome.

Sample	Total reads	Total aligned reads	% Aligned
Grass1	24697373	20914897	84.68%
Grass2	28894211	24923677	86.26%
Grain1	36714704	30181834	82.21%
Grain2	35576341	29870573	83.96%

### Gene expression analysis

The edgeR package implemented in R environment was applied during the statistical analysis to detect the genes with divergent expression profiles in the ruminal wall of grass-fed and grain-fed steers. The threshold criteria to call a significant difference was FDR<0.1. In total, 342 genes with distinct expression levels in both groups were distinguished following this methodology (Fig 1). 

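The genes that the authors' deposited table lists as higher in grass-fed steers were followed in each grass-fed animal. Of the 238 that could be tested, 227 were above both grain-fed steers in Grass_104 and 238 in Grass_222. Their median difference from the grain-fed mean was 2.46 in Grass_104 and 4.52 in Grass_222 on the log2 scale. In all but 16 of the 238 genes the value was higher in Grass_222 than in Grass_104. These genes were chosen by the authors on the same 4 steers, so that their direction is not independent evidence. Among them, F2RL1 (a G protein-coupled receptor cleaved by proteases) had 41 reads in Grass_104 and 144 in Grass_222, against 0 in both grain-fed steers. With limma, 0 genes were called higher in grass-fed steers, and 662 had an unadjusted p under 0.05 in this direction. On the recovered reads, edgeR's likelihood ratio test called 380 genes and DESeq2 397 genes higher in grass-fed steers.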

From these genes, 267 were highly expressed in the ruminal wall of grass-fed bovines compared to the grain-fed group. 

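GALNT15, which encodes an enzyme of mucin-type O-glycosylation, had 216 and 150 reads in Grain_184 and Grain_224 and 0 reads in both grass-fed steers. Of the genes that the authors' deposited table lists as higher in grain-fed steers, 70 could be tested, and all 70 were below both grain-fed steers in Grass_104 and in Grass_222. The authors chose these genes on the same 4 steers, which makes this direction expected. Their median difference from the grain-fed mean was -4.64 in Grass_104 and -4.90 in Grass_222 on the log2 scale. Of the 70 genes, 11 were higher and 32 lower in Grass_222 than in Grass_104, and the rest had equal values. Genes at 0 reads in both grass-fed steers are equal by necessity, so the close medians do not show that the 2 steers changed alike. With limma, 0 genes were called higher in grain-fed steers, and 464 had an unadjusted p under 0.05 in this direction. The likelihood ratio test of edgeR called 135 genes and DESeq2 131 genes.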

The other 75 genes were down-regulated in grass-fed steers. 

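In 19 genes, 0 reads were counted in both grain-fed steers and at least 10 reads in each grass-fed steer. DSG1 and F2RL1 belong to this group, and for such genes a fitted fold change depends on the small count that the model adds. Measured against a floor of 3 reads over the 2 grain-fed libraries, DSG1 was at least 114-fold higher in grass-fed steers and F2RL1 at least 87.9-fold. These limits rest on the mean of 2 unequal steers. From Grass_104 alone they were at least 17.9-fold for DSG1 and 48.9-fold for F2RL1, and from Grass_222 alone at least 210-fold and 127-fold. With limma, 0 genes with a log2 fold change of at least 5 in grass-fed steers passed FDR under 0.1, and 29 had an unadjusted p under 0.05. On the recovered reads, edgeR's likelihood ratio test called 83 such genes and DESeq2 called 70.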

The expression level of 82 genes in grass-fed steers ruminal wall was up-regulated with log_2_FC (fold-change) ≥5. The reads amount of 44 genes in grain-fed group increased significantly with the log_2_FC ≥5. 

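In 86 genes, 0 reads were counted in both grass-fed steers and at least 10 reads in each grain-fed steer. GALNT15, MFAP5, ADAMTS15 and RSPO3 belong to this group. The grass-fed libraries were the shallower ones. In a test chosen after the results were seen, counting noise alone would give 0.0062 genes at 0 in 1 diet, so depth alone does not explain them. That value leaves out differences between animals. With limma, 0 genes with a log2 fold change of at least 5 in grain-fed steers passed FDR under 0.1, and 33 had an unadjusted p under 0.05. By edgeR's likelihood ratio test on the recovered reads, 82 such genes were called, and by DESeq2 61.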

The top 10 DEGs in the ruminal wall of the two groups were provided in Table 2. Among these genes, the expression levels of GALNT15, MFAP5, ADAMTS15 and RSPO3 were all higher in grain-fed group than that in grass-fed with the log_2_FC > 5. 

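GALNT15 (ENSBTAG00000008240) had a pseudo-count of 147.7 ± 38.9 (SD, n = 2) in grain-fed steers and 0 reads in both grass-fed steers. Against a floor of 3 reads over the 2 grass-fed libraries, this is at least 80.3-fold higher in grain-fed steers. MFAP5 (ENSBTAG00000000310), a glycoprotein of elastic microfibrils, had a pseudo-count of 94.0 ± 11.6 (SD, n = 2) in grain-fed steers and was at least 51.1-fold higher there. ADAMTS15 (ENSBTAG00000016857), a secreted metalloproteinase that cleaves proteoglycans, had 87.1 ± 5.28 (SD, n = 2) and was at least 47.4-fold higher. RSPO3 (ENSBTAG00000008121) had 83.4 ± 3.32 (SD, n = 2) and was at least 45.4-fold higher. The floors cover counting error only. For all 4 genes the FDR was 0.546 in limma, with log2 differences of -7.19 for GALNT15 (standard error 0.86), -6.56 for MFAP5 (standard error 0.89), -6.46 for ADAMTS15 (standard error 0.89) and -6.40 for RSPO3 (standard error 0.90) on the log2(pseudo-count + 1) scale. On the recovered reads, edgeR's likelihood ratio test gave FDR = 8.4e-06 for GALNT15 and 3.6e-04 for RSPO3. Over the alternative settings with all 4 steers, the FDR of GALNT15 ran from 8.4e-06 to 0.637 and that of RSPO3 from 3.6e-04 to 0.637. The highest values came from limma without a filter.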

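The pseudo-counts of SLC2A11 (ENSBTAG00000018647), a sugar transporter, were 131.2 and 161.1 in Grass_104 and Grass_222. F2RL1 (ENSBTAG00000034848) had 59.3 and 153.6, so that most of its signal came from Grass_222. In 3 further genes of Table 2 that were higher in grass-fed steers, Grass_222 exceeded Grass_104 by a larger factor. DSG1 (ENSBTAG00000013831) had a pseudo-count of 21.9 in Grass_104 and 253.9 in Grass_222, LOC512548 (ENSBTAG00000014329) had 11.8 and 291.2, and MPZL2 (ENSBTAG00000033510) had 229.4 and 1573. In Grain_184 and Grain_224, MPZL2 had 20.3 and 21.6, SLC2A11 had 3.23 and 3.19, and F2RL1, DSG1 and LOC512548 had 0 reads. Every one of these 5 genes was higher in both grass-fed steers than in both grain-fed steers. They come from a list that the authors chose on the same 4 steers, so that this direction is not independent evidence. None passed FDR under 0.1 in limma or in edgeR's quasi-likelihood test, whereas all 5 passed in the likelihood ratio test of edgeR and in DESeq2. The limma log2 difference was 5.12 for SLC2A11 (standard error 0.71) and 5.93 for LOC512548 (standard error 1.79).

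**Figure D1:**
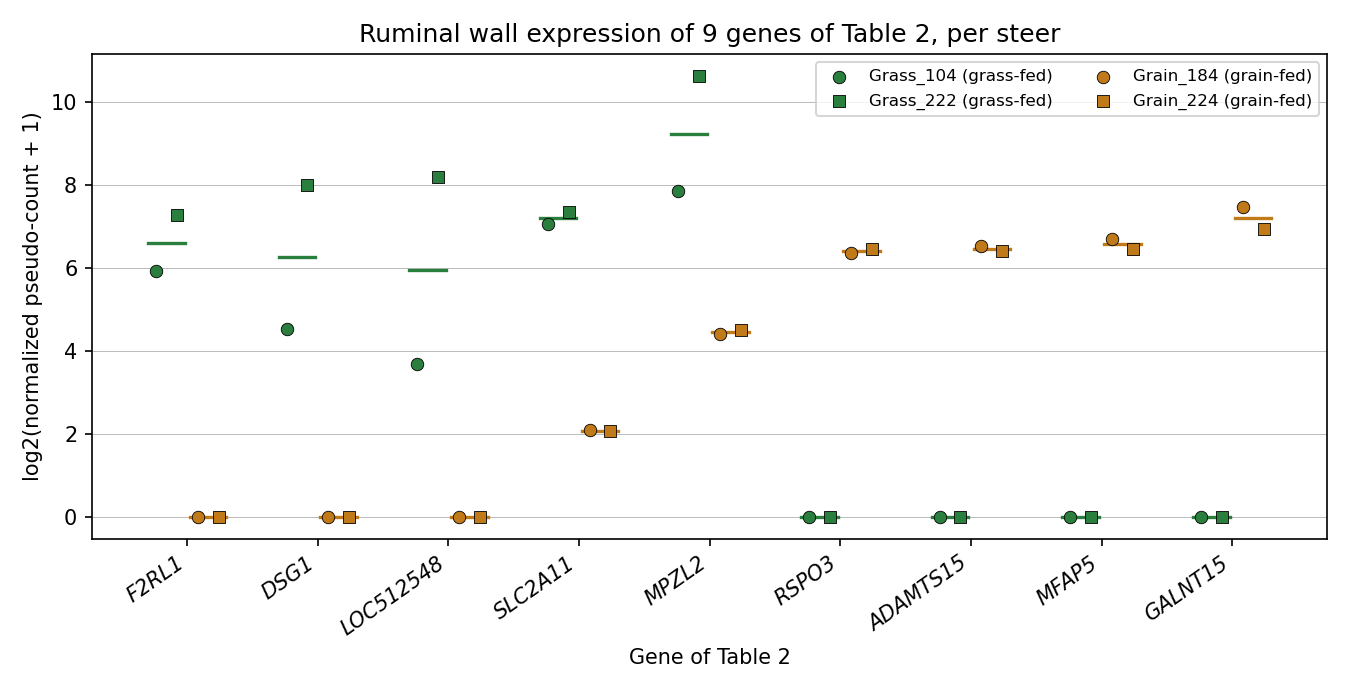
Each point is 1 steer, with log2(normalized pseudo-count + 1) on the vertical axis, 9 genes of Table 2 on the horizontal axis and short lines at the mean of the 2 steers of a diet. The 2 grain-fed steers lie close together in every gene, while Grass_104 and Grass_222 lie furthest apart for DSG1, LOC512548 and MPZL2, and less so for F2RL1.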

For the other 6 genes, the expression abundance was lower in grain-fed steers. The whole DEGs discovered between the two groups can be found in S3 Table.

**Fig 1:**
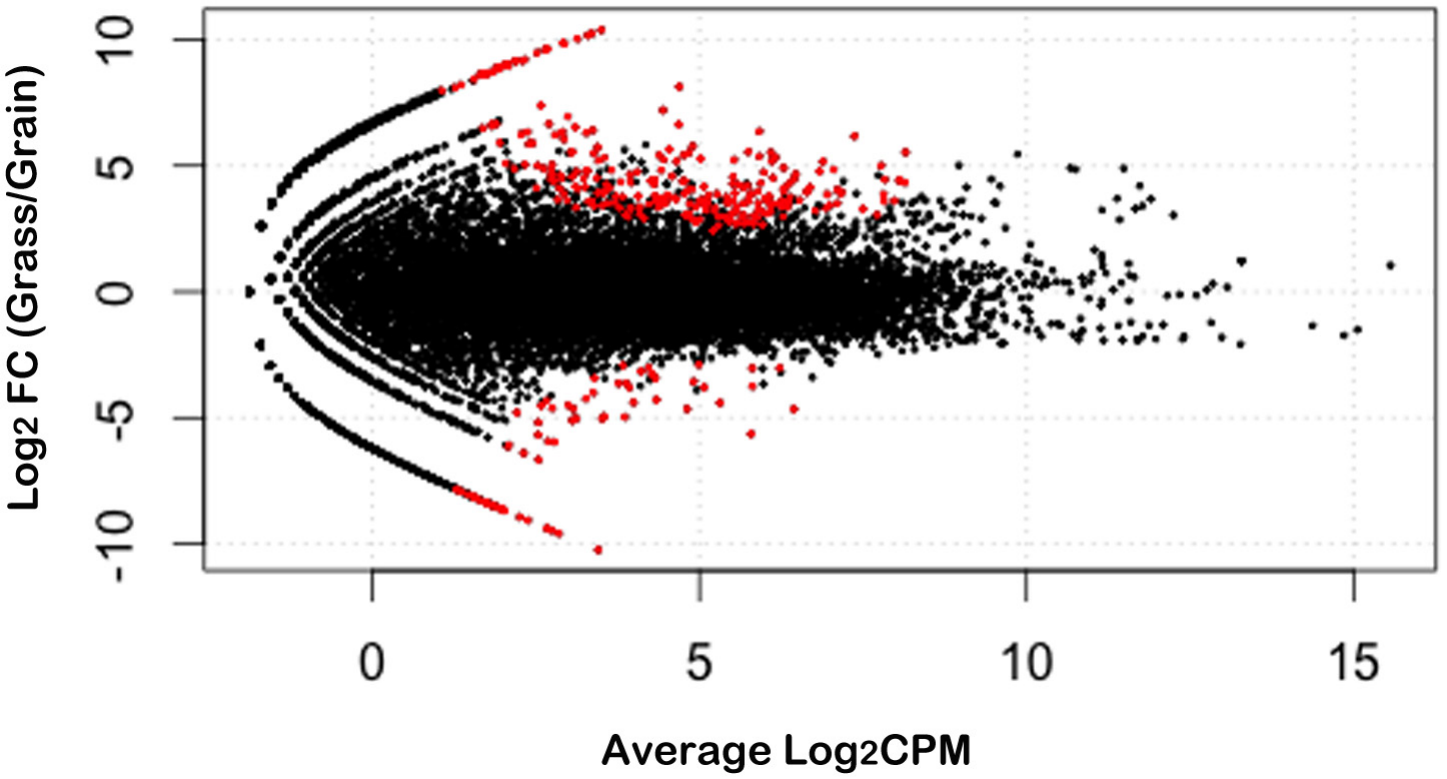
Differentially expressed rumen genes between grass-fed and grain-fed steers. MA-plot obtained from two independent biological replicates for FDR < 0.1. The red points refer to the genes with differential expression. The ordinate represents log2 fold change. CPM means counts per million.

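The distance between steers of the same diet was compared with the distance between diets across the range of expression. In the 3187 tested genes with the highest mean, the median absolute log2 difference was 0.63 between the 2 grass-fed steers, 0.19 between the 2 grain-fed steers and 0.49 between the means of the diets. In the 3187 genes with the lowest mean these values were 1.59, 0.89 and 1.25. A difference between means of 2 steers is expected to be smaller than one between single steers. The same measure was therefore taken with 1 steer of each diet on both sides, where an effect of diet cancels. In these 2 splits the median was 0.33 and 0.35 in the genes with the highest mean and 0.98 and 0.92 in those with the lowest, which is below the value between the diets. With 3 splits in all, no share under 0.05 can be reached. Among the genes of Table 2, MPZL2 had the highest pseudo-counts, and the 2 grass-fed steers differed in it more than the 2 grain-fed steers did.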

**Table 2:** Top 10 differentially expressed genes in the ruminal wall of grass-fed and grain-fed Angus Cattle.

Ensemble Gene ID	Symbol	Log_2_ FC (grass/grain)	CPM (Grass/Grain)	FDR
ENSBTAG00000008240	GALNT15	-10.2324	87.60/60.11	2.22×10^–5^
ENSBTAG00000012584	GJB3	10.03519	45.47/78.42	2.22×10^–5^
ENSBTAG00000034848	F2RL1	9.832995	29.64/76.81	1.42×10^–4^
ENSBTAG00000013831	DSG1	10.24195	10.94/126.94	3.73×10^–4^
ENSBTAG00000000310	MFAP5	-9.58044	51.10/42.88	5.73×10^–4^
ENSBTAG00000014329	LOC512548	10.38487	5.89/145.61	7.81×10^–4^
ENSBTAG00000016857	ADAMTS15	-9.47078	45.41/41.68	8.67×10^–4^
ENSBTAG00000008121	RSPO3	-9.40866	40.54/42.89	1.14×10^–3^
ENSBTAG00000033510	MPZL2	5.518227	124.84/797.15	1.17×10^–3^
ENSBTAG00000018647	SLC2A11	5.49098	67.23/82.15	1.34×10^–3^

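CPM values were computed for each steer from the recovered reads and the TMM-adjusted library sizes and averaged within each diet. In grass-fed steers the mean was 14.9 ± 9.35 (SD, n = 2) for F2RL1, 19.3 ± 23.0 (SD, n = 2) for DSG1 and 21.2 ± 27.7 (SD, n = 2) for LOC512548. These 3 genes had 0 reads in grain-fed steers, which allows up to 0.169 CPM over the 2 libraries. MPZL2 had 126.0 ± 132.9 (SD, n = 2) in grass-fed and 2.93 ± 0.136 (SD, n = 2) in grain-fed steers. SLC2A11 had 20.4 ± 2.96 (SD, n = 2) in grass-fed and 0.451 ± 0.0037 (SD, n = 2) in grain-fed steers. In grain-fed steers the mean was 20.7 ± 5.43 (SD, n = 2) for GALNT15, 13.1 ± 1.62 (SD, n = 2) for MFAP5, 12.2 ± 0.737 (SD, n = 2) for ADAMTS15 and 11.7 ± 0.464 (SD, n = 2) for RSPO3. These had 0 reads in grass-fed steers, which allows up to 0.257 CPM over the 2 libraries. For DSG1, LOC512548 and MPZL2 the SD in grass-fed steers exceeded the mean.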

Note: CPM means counts per million.

### Validation of DEGs by qPCR

Twelve DEGs were randomly selected and analyzed by qPCR as described previously [28]. The results were then compared to the same genes analyzed by edgeR (Fig 2). Among these twelve genes, all of them were in good agreement for consistency of response. For gene THBS4, the expression level in grain-fed ruminal wall was significantly higher than in grass-fed ruminal wall, and the results of qPCR and RNA-Seq suggested the same direction with almost the same log_2_FC value. 

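MPZL2, which encodes an adhesion protein of the immunoglobulin superfamily, was the gene on the qPCR primer list whose identifier could be paired with the deposited values. In the sequenced libraries it had 159 reads in grass-fed steer Grass_104 and 1474 in grass-fed steer Grass_222, against 25 and 27 reads in Grain_184 and Grain_224. In CPM this is 43.0-fold higher in grass-fed steers, from the mean of 2 unequal steers. Against the grain-fed mean it was 10.9-fold higher in Grass_104 and 75.0-fold in Grass_222. The FDR of MPZL2 was 0.546 in limma and 3.6e-04 in edgeR's likelihood ratio test. Over the alternative settings with no steer left out, it ran from 3.0e-04 in DESeq2 to 0.637 in limma without a filter. Without grass-fed steer Grass_104 the limma FDR of MPZL2 was 8.8e-04, and without grass-fed steer Grass_222 it was 0.110. No qPCR values were used here.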

For the other eleven genes, the abundance level of grass-fed steers was higher than grain-fed group. Overall, the validation of the twelve selected genes by qPCR confirmed the accuracy of RNA-Seq analysis results.

**Fig 2:**
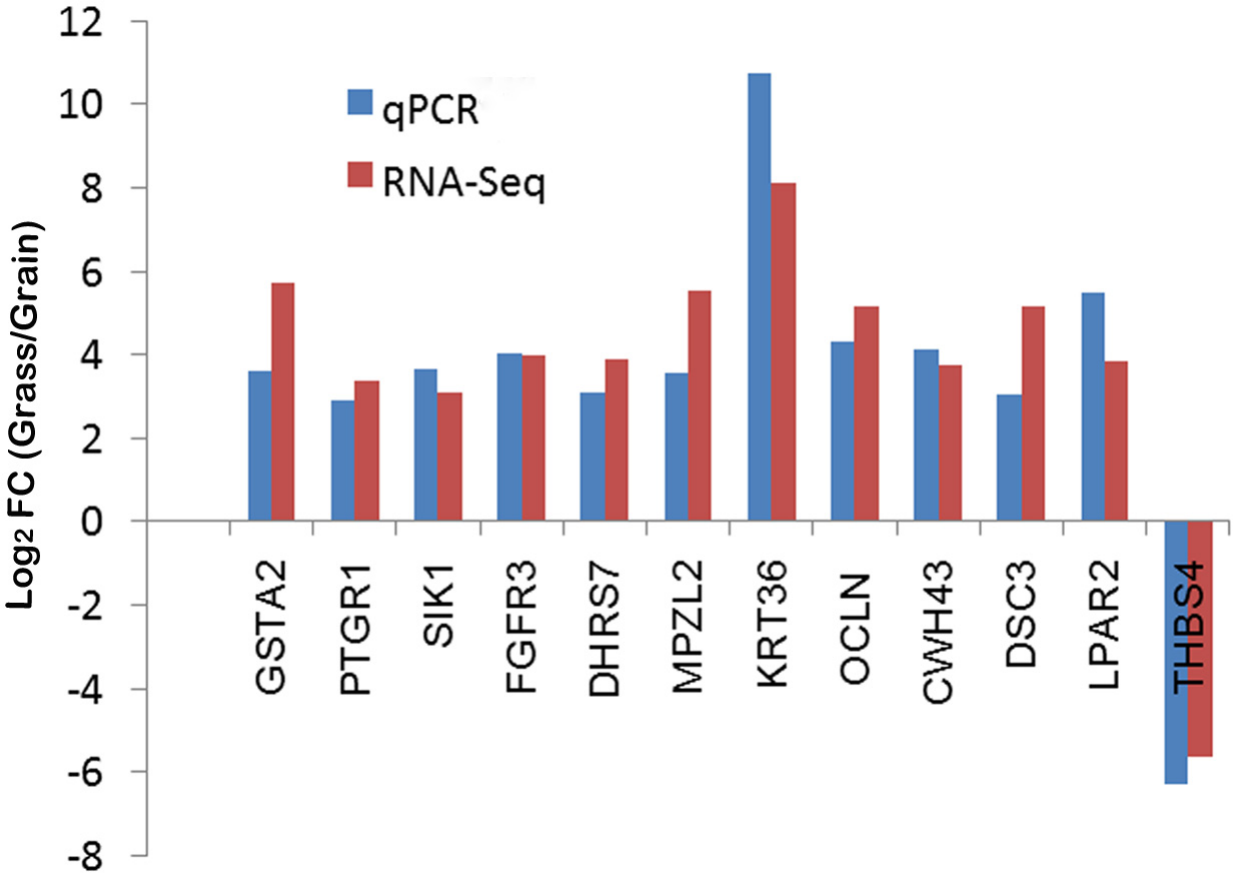
Validation of differentially expressed genes. The mean value of log_2_ (fold-change) for each group was compared in the bar chart for the 12 selected genes. qPCR data was normalized by GAPDH expression for each sample. Means of significant (FDR≤0.1) fold changes were computed for qPCR and DESeq using sample from the same 4 animals in each analysis. FC means fold-change.

### Gene Ontology enrichment analysis

To explore the specific functional features shared by the DEGs, online software David Bioinformatics Resources 6.7 was used to perform the GO enrichment analysis. Results showed that some biological processes, cellular components and molecular functions were significantly enriched in the DEGs (Table 3). The most significant GO terms in the above three categories were: homophilic cell adhesion in biological process (P = 9.31×10^–6^), plasma membrane in cellular component (P = 2.00×10^–8^) and calcium ion binding in molecular function (P = 1.54×10^–2^). Other enriched GO terms included oxidation reduction, regulation of cell proliferation, negative regulation of cell proliferation, positive regulation of cell differentiation, cell junction, plasma membrane part, enzyme inhibitor activity and carbohydrate binding.

**Table 3:** Gene Ontology (GO) terms enriched with differentially expressed genes (GO level > 6).

GO terms	Observed*	P	FDR
***Biological process***			
GO:0007156: homophilic cell adhesion	10	9.31×10^−6^	9.40×10^−3^
GO:0016337: cell-cell adhesion	12	1.70×10^−5^	8.60×10^−3^
GO:0055114: oxidation reduction	22	1.43×10^−4^	4.73×10^−2^
GO:0007155: cell adhesion	16	2.06×10^−4^	5.10×10^−2^
GO:0022610: biological adhesion	16	2.06×10^−4^	5.10×10^−2^
GO:0042127: regulation of cell proliferation	13	2.44×10^−3^	3.90×10^−1^
GO:0008285: negative regulation of cell proliferation	8	2.60×10^−3^	3.56×10^−1^
GO:0045597: positive regulation of cell differentiation	7	3.94×10^−3^	4.35×10^−1^
GO:0006955: immune response	12	1.10×10^−2^	7.13×10^−1^
GO:0051094: positive regulation of developmental process	7	1.23×10^−2^	6.81×10^−1^
GO:0009611: response to wounding	8	2.92×10^−2^	8.12×10^−1^
GO:0006952: defense response	9	3.58×10^−2^	8.14×10^−1^
GO:0008284: positive regulation of cell proliferation	7	4.56×10^−2^	8.38×10^−1^
GO:0006811: ion transport	14	9.31×10^−2^	9.16×10^−1^
***Cellular component***			
GO:0005886: plasma membrane	51	2.00×10^−8^	2.95×10^−6^
GO:0030054: cell junction	16	8.04×10^−6^	5.95×10^−4^
GO:0005911: cell-cell junction	10	7.58×10^−5^	3.73×10^−3^
GO:0044459: plasma membrane part	30	9.27×10^−5^	3.42×10^−3^
GO:0005576: extracellular region	33	3.77×10^−4^	1.11×10^−2^
GO:0070161: anchoring junction	7	1.35×10^−3^	3.28×10^−2^
GO:0031012: extracellular matrix	10	7.87×10^−3^	1.22×10^−1^
GO:0044421: extracellular region part	17	8.73×10^−3^	1.22×10^−1^
GO:0005578: proteinaceous extracellular matrix	9	1.42×10^−2^	1.61×10^−1^
GO:0009986: cell surface	7	3.40×10^−2^	3.25×10^−1^
***Molecular function***			
GO:0005509: calcium ion binding	17	1.54×10^−2^	7.40×10^−1^
GO:0030414: peptidase inhibitor activity	7	1.72×10^−2^	6.99×10^−1^
GO:0004857: enzyme inhibitor activity	8	2.03×10^−2^	6.94×10^−1^
GO:0030246: carbohydrate binding	7	3.80×10^−2^	8.54×10^−1^

*Number of the differentially expressed genes in the category.

“GO level > 6” means that each GO term in this table contains more than 6 differentially expressed genes of the 342 genes of interest discovered in our study.

### Pathway enrichment by Ingenuity Pathway Analysis

Through Fisher’s exact test in the Ingenuity Pathway analysis (IPA) system, we then detected the genes that were involved in the canonical pathways. The 13 most significantly enriched pathways were shown in Table 4. Importantly, majority pathways were related to cell development and biosynthesis. Among them, we emphasized PXR/RXR activation, glutathione redox reactions II, LPS/IL-1 mediated inhibition of RXR function, vitamin-C transport, agranulocyte adhesion and diapedesis, estrogen biosynthesis and triacylglycerol biosynthesis. This result would provide prior knowledge to explain the difference between grass-fed and grain-feed Angus cattle.

**Table 4:** Canonical pathways enriched with differentially expressed genes by Ingenuity Pathway Analysis (IPA) (P < 0.05).

Ingenuity Canonical Pathways	Observed*	P value	FDR
Granulocyte adhesion and diapedesis	8	0.0024	0.4332
PXR/RXR activation	5	0.0025	0.2229
Glutathione redox reactions II	2	0.0035	0.2088
Ascorbate recycling (cytosolic)	2	0.0089	0.3960
LPS/IL-1 mediated inhibition of RXR function	8	0.0098	0.3519
Retinoate biosynthesis I	3	0.0118	0.3520
Glutathione-mediated detoxification	3	0.0147	0.3759
Triacylglycerol biosynthesis	3	0.0215	0.4811
Estrogen biosynthesis	3	0.0242	0.4813
Vitamin-C transport	2	0.0310	0.5549
Glutathione redox reactions I	2	0.0367	0.5972
Agranulocyte adhesion and diapedesis	6	0.0375	0.5594
CDP-diacylglycerol biosynthesis I	2	0.0459	0.6320

*Number of the differentially expressed genes in the category.

### Molecular subnetwork

With additional criteria that each pathway should have at least 10 DEGs and the pathway’s score should be above 10, a total of 16 significant molecular networks were found by Fisher’s exact test in the IPA system (S4 Table). The pathway’s score was calculated by the transformation from—logP, where P is generated by Fisher’s exact test [29]. Fig 3 showed the four most significant networks. In the first network (Fig 3A), 28 DEGs were observed, and the most important functions of this network consisted of molecular transport and organ morphology. 

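RSPO3 was the molecule of this network whose identifier could be paired with the deposited values. It had 100 reads in grain-fed steer Grain_184, 107 reads in grain-fed steer Grain_224 and 0 reads in both grass-fed steers. RSPO3 was higher in grain-fed steers, and the 2 grain-fed values lay close together. With limma its unadjusted p was 0.0015 and its FDR 0.546. The other members of the network were not analysed here by name.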

The second network, including 27 DEGs, was enriched with the function of cell-to-cell signaling and interaction, immunological disease and connective tissue disorders (Fig 3B). 

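Of the molecules listed for this network, F2RL1 could be paired with its identifier. This receptor, activated when proteases cut its extracellular end, was detected in both grass-fed steers and had 0 reads in both grain-fed steers. The likelihood ratio test of edgeR on the recovered reads gave FDR = 4.3e-05. This was the lowest FDR of F2RL1 over the alternative settings with no steer left out, and the highest was 0.637, in limma without a filter. In limma its log2 difference was 6.59 (standard error 1.00) with FDR = 0.546. Network members without a paired identifier were left out.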

The third network involved 26 DEGs; the top function of this network was embryonic development, organ development and organismal development (Fig 3C). 

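DSG1, a cadherin of the desmosomes that hold epithelial cells together, was the member of the third network with a paired identifier. It had 15 reads in grass-fed steer Grass_104, 238 reads in grass-fed steer Grass_222 and 0 reads in both grain-fed steers. The log2 difference of DSG1 in limma was 6.26 (standard error 1.49), with an unadjusted p of 0.0116 and FDR = 0.546. By edgeR's likelihood ratio test its FDR was 1.9e-04. Over the alternative settings with no steer left out, the FDR of DSG1 ran from this value to 0.637 in limma without a filter.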

The fourth network, in which we observed 24 DEGs, was mainly related to the function of drug metabolism and gastrointestinal disease (Fig 3D).

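MFAP5, a component of the microfibrils of connective tissue, was the member of the fourth network with a paired identifier. In Grain_184 and Grain_224 it had 126 and 107 reads, and in both grass-fed steers 0 reads. The unadjusted p of MFAP5 in limma was 0.0013 and its FDR 0.546. By edgeR's likelihood ratio test its FDR was 2.2e-04. Over the alternative settings with no steer left out, the FDR of MFAP5 ran from this value to 0.637 in limma without a filter.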

**Fig 3:**
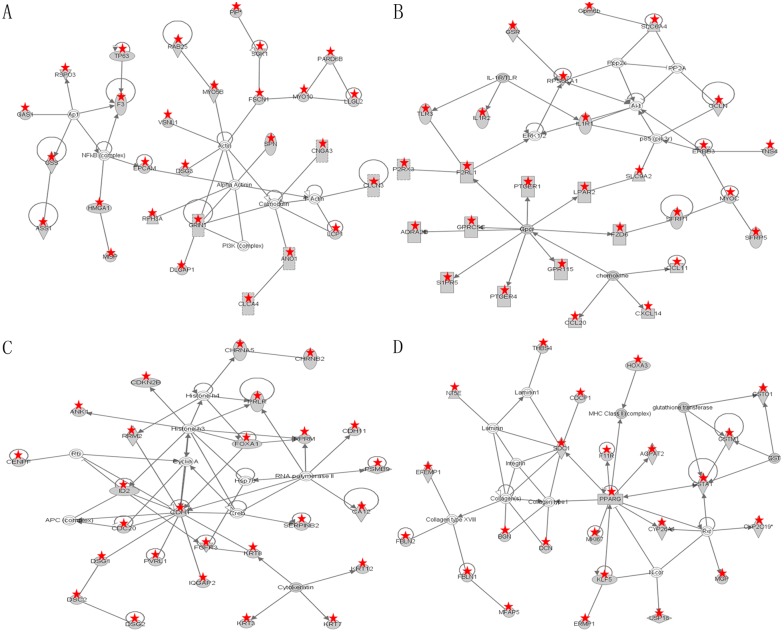
The top four molecule networks identified by Ingenuity Pathway Analysis (IPA). A: The most significant molecular network by IPA pathway analysis. B: The second most significant molecular network. C: The third most significant molecular network. D: The fourth most significant molecular network.

## Discussion

Indeed, development of animal genetic improvement and breeding methodology can bring about leaner beef products [30]. Regardless of the genetic makeup, species, age, gender and geographic location, grass and grain rations of the diet can also contribute to remarkable discrepancy in the general fatty acid profile and antioxidant content in the body tissues and lipid depots [8,31,32]. And the potential changes of rumen metabolism function may have effects on the quality and quantity of protein reaching other digestive organs, such as reticulum, small intestine and large intestine; the ratio of protein from the digestion in the rumen may alter as the rumen started to digest the dry feed [33]. The disparate proportion between undegraded feed protein and bacterial protein reaching the lower gut would also lead to the shift of the quality and quantity of the protein available for absorption [33]. Therefore, our research mainly focused on the ruminal wall based on the grass-fed and grain-fed regimen to explore the underlying molecular mechanisms and biopathways.

In response to dietary changes, 60 differentially expressed proteins in sheep ruminal epithelium were detected after two days of hay-fed and concentrate-fed; 6 weeks later, only 14 proteins displayed disparate expression level [34]. By altering the dietary plane of nutrition, Aisha et al. detected 208 genes with distinct expression level in the ruminal epithelium tissue of young Holstein calves, which lead to a strong transcriptomic response [35]. In our present study, 342 DEGs were found between grass-fed and grain-fed ruminal wall of Angus cattle. 

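Among the genes called on the recovered reads, 73.8% of the 515 from edgeR's likelihood ratio test and 75.2% of the 528 from DESeq2 were higher in grass-fed steers. Of the 9 genes reported from Table 2, 5 were higher in grass-fed steers (F2RL1, DSG1, LOC512548, MPZL2 and SLC2A11) and 4 were higher in grain-fed steers. With limma, where 0 genes passed FDR under 0.1, 662 of the 1126 genes with an unadjusted p under 0.05 were higher in grass-fed steers. Without grass-fed steer Grass_104, 41.8% of the 5122 genes called by limma were higher in grass-fed steers, and without grass-fed steer Grass_222, 41.5% of 195.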

Seventy-eight percent of these genes displayed significantly higher expression level in grass-fed steers. This might be explained by that the distinct feed style caused the transcriptome difference. 

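The 2 steers on grain resembled each other more than the 2 steers on grass did. Between Grain_184 and Grain_224, 34 genes differed by more than 32-fold, and the SD of the log2 difference over 12746 genes was 0.94. Between Grass_104 and Grass_222, 627 genes differed by more than 32-fold, and the SD was 2.16. Across diets, Grass_104 differed from the grain-fed steers by more than 32-fold in 160 and 112 genes, and Grass_222 in 804 and 727 genes. The profile of grass-fed steer Grass_104 was thus nearer to the 2 grain-fed steers, with SDs of 1.42 and 1.35, than to grass-fed steer Grass_222. SLC2A11, with 91 and 151 reads on grass and 4 and 4 reads on grain, is a gene where the difference between diets exceeded the spread within each of them.

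**Figure D2:**
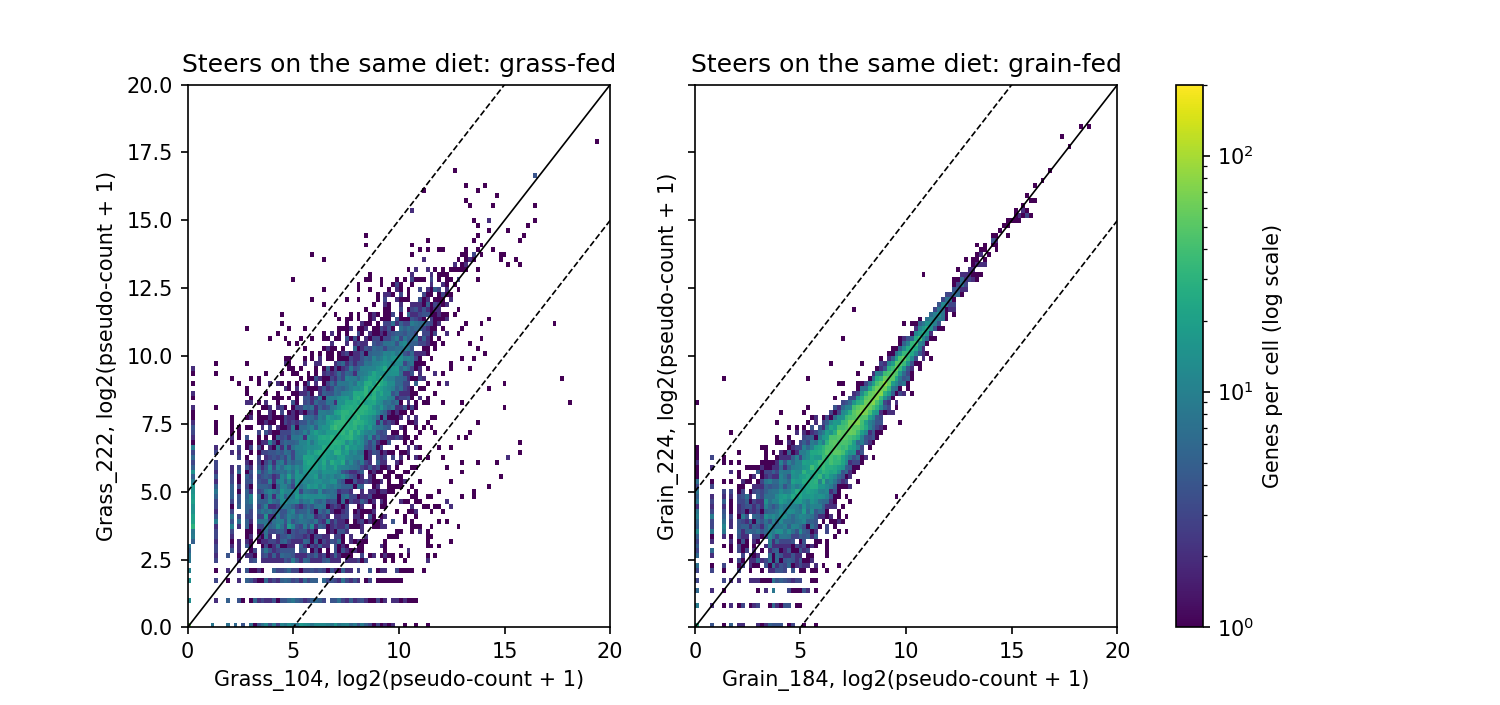
Each panel plots the log2(pseudo-count + 1) of 12746 genes in 1 steer against the other steer on the same diet, with color for the number of genes per cell on a log scale, a solid line at equal values and dashed lines at 32-fold differences. In the grass-fed pair 627 genes lie outside the dashed lines, and in the grain-fed pair 34 genes do.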

Studies also suggested that, compared to grain-finished beef, grass-finished beef had higher concentration of beta-carotene [36], glutathione [37] and less total fat [3]. Our analysis indicated that, among the top 10 DEGs, DSG1 is related to embryonic, organ and organismal development; RSPO3 is related to abnormal morphology and organismal death. 

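Whether limma called these genes depended on which steer was left out. Without grass-fed steer Grass_104, limma gave FDR = 0.0056 for DSG1 and 0.0054 for RSPO3. Without grass-fed steer Grass_222, it gave 0.161 for DSG1 and 0.0714 for RSPO3. Without Grain_184 or Grain_224, the FDR of each gene was 0.996 or 0.981. In these runs the lone steer of a diet is assumed to vary like the others. The log2 difference of RSPO3 stayed between -6.36 and -6.44, so that its FDR changed with little change in size. The log2 difference of DSG1 was 7.99 without Grass_104 and 4.52 without Grass_222. In edgeR's likelihood ratio test over all genes, the runs without 1 steer were chosen after the data were examined. Its log2 difference of DSG1 was 11.2 without Grass_104, 7.52 without Grass_222, 10.0 without Grain_184 and 10.1 without Grain_224. That of RSPO3 was -9.57, -9.47, -9.37 and -9.29 in the same order. DSG1 was higher in both grass-fed steers and RSPO3 in both grain-fed steers, each with 0 reads in the other diet.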

According to previous studies, the structure characterization of DSG1 encoding the pemphigus antigen has been analyzed [38]; in the absence of DSG1, the phosphorylation of the RNA polymerase II carboxy-terminal domain may be transformed, which would affect the recruitment of RNA processing machinery [39]. RSPO3 is a novel protein in the Wnt signaling pathway, which was one of the key pathways controlling cell differentiation, cell proliferation and morphogenesis [40]. Till now, there is little information about the function of these two genes, which may be the potential genetic factors that gave rise to the different carcass and growth rate between grass-fed and grain-fed cattle.

After identification of DEGs, pathway analysis was performed to better understand the biological function of the DEGs in the context of the regulatory system. Providing the information about the molecular networks and the pathways enriched in the DEGs, it becomes possible for us to explore the gene action and regulation, searching for the explanation of the underlying molecular mechanism in the discrepancy between the two groups. IPA analysis showed that the DEGs GLRX, GSTO1 were involved in the canonical pathway vitamin-C transport, which may alter beef color, lipid stability and fatty acid composition between grass-fed and grain-fed cattle [41]. In our study, molecular network analysis elucidated that there were 26 DEGs involved in the third significant network; the prior function of this network consisted of embryonic, organ and organismal development. Between grass-fed and grain-fed cattle, studies have demonstrated that the carcass composition was also different [42]. Glutathione functions as a component of the enzyme system consisting of glutathione oxidase and reductase; compared to grain-fed beef, glutathione was particularly high in grass-fed beef [3]. Our studies indicated that, between grass-fed and grain-fed cattle, the differentially expressed gene GSR was involved in the pathways glutathione redox reactions II and glutathione redox reactions I; another two DEGs GLRX and GPX7 respectively functioned in glutathione redox reactions II and glutathione redox reactions I. Accordingly, it might be intriguing to perform functional experiment of these genes on cattle to better comprehend the mechanisms causing the varied production performance.

Our results might be informative to explain the molecular mechanisms leading to the differences between grass-fed and grain-fed cattle, including the beef color, fatty acid content, vitamin concentration and carcass. However, there are still some limitations in our current work. The DEGs and the follow-up pathway/network analysis were conducted merely relying on the computational strategies; extensive experimental validation work is still needed. Thus, overexpressing and inhibiting the important differential genes in the pathways or networks could be considered for the functional validation, which can provide more supportive and valuable evidence for our findings.

## Conclusions

Through genome-wide RNA-Sequencing of the genes expressed in the ruminal wall of grass-fed and grain-fed Angus cattle, we were able to identify the genes and pathways that may affect the growth and meat quality traits of cattle. Totally, 342 DEGs were discovered between grass-fed and grain-fed cattle. Combining network and differential gene expression analysis, we detected the genes related to embryonic and organ development, organismal development and death, including DSG1 and RSPO3. According to those DEGs, a total of 16 significant molecular networks, involved in organ morphology, immunological disease, embryonic development, organ and organismal development, were found in the IPA system. Most of the pathways enriched in the DEGs were associated with cell development and biosynthesis. While expanding the scope of future studies with putative genes relevant to bovine growth and meat quality traits, our findings provided more insights into the mechanisms to enhance the productivity of animals.

## Supporting Information

S1 Fig Alignment of RNA-Seq reads to the Bovine Genome. (TIF) Click here for additional data file.

S1 Table Primers used for quantitative real-time PCR validation. (XLS) Click here for additional data file.

S2 Table Common genes shared by all samples. (XLS) Click here for additional data file.

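This table lists the Ensembl genes over which reads were counted in each library. In the deposited table of 24616 genes, 12366 genes had at least 1 recovered read in each of the 4 steers and 10029 had at least 10 reads in each. MPZL2 and SLC2A11 of Table 2 were detected in all 4 steers, and GALNT15, MFAP5, ADAMTS15, RSPO3, F2RL1, DSG1 and LOC512548 had 0 reads in both steers of a diet.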

S3 Table Differentially expressed genes in the ruminal wall of grass-fed and grain-fed cattle at a strict false discovery rate (FDR) <0.1. (XLS) Click here for additional data file.

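For each gene this table gives the log2 fold change of grass-fed over grain-fed steers, the average log2 CPM, the likelihood ratio statistic, its p-value and the FDR. The authors' deposited table holds the same kind of values for 342 genes, with FDR up to 0.1000 in that table. When edgeR's likelihood ratio test was run on the recovered reads over all 24616 genes, with dispersions of single genes moved towards a trend, 320 genes were called. Of these, 318 are among the 342 genes of the authors' deposited table. All 9 genes reported from Table 2 were called in this run. A test over all genes was planned, but its dispersion setting was chosen after the data were examined. In limma, 257 of the 308 listed genes that could be tested had an unadjusted p under 0.05.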

S4 Table The 16 most significant molecular networks found by Fisher’s exact test in the IPA system. (XLS) Click here for additional data file.

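Each row of this table gives the molecules of 1 network, a score made from the p-value of Fisher's exact test, the number of differentially expressed genes in the network and its leading functions. Of the genes of Table 2, RSPO3, F2RL1, DSG1, MFAP5, MPZL2 and ADAMTS15 appear among the molecules of the 16 networks. The values of the other molecules were not analysed here by name, since the identifiers of the deposited table were not paired with their symbols.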

## References

[1] WanapatM, KangSC, PhesatchaK (2013) Enhancing Buffalo Production Efficiency through Rumen Manipulation and Nutrition. Buffalo Bulletin 32: 258–275.

[2] MaughanC, TansawatR, CornforthD, WardR, MartiniS (2012) Development of a beef flavor lexicon and its application to compare the flavor profile and consumer acceptance of rib steaks from grass- or grain-fed cattle. Meat Sci 90: 116–121. 10.1016/j.meatsci.2011.06.006 21703775

[3] DaleyCA, AbbottA, DoylePS, NaderGA, LarsonS (2010) A review of fatty acid profiles and antioxidant content in grass-fed and grain-fed beef. Nutrition Journal 9.10.1186/1475-2891-9-10PMC284686420219103

[4] ElmoreJS, WarrenHE, MottramDS, ScollanND, EnserM, et al (2004) A comparison of the aroma volatiles and fatty acid compositions of grilled beef muscle from Aberdeen Angus and Holstein-Friesian steers fed diets based on silage or concentrates. Meat Sci 68: 27–33. 10.1016/j.meatsci.2004.01.010 22062004

[5] PrioloA, MicolD, AgabrielJ, PracheS, DransfieldE (2002) Effect of grass or concentrate feeding systems on lamb carcass and meat quality. Meat Science 62: 179–185. 2206140910.1016/s0309-1740(01)00244-3

[6] ScottLW, DunnJK, PownallHJ, BrauchiDJ, McmannMC, et al (1994) Effects Of Beef And Chicken Consumption on Plasma-Lipid Levels In Hypercholesterolemic Men. Archives Of Internal Medicine 154: 1261–1267. 8203993

[7] DescalzoAM, InsaniEM, BiolattoA, SanchoAM, GarciaPT, et al (2005) Influence of pasture or grain-based diets supplemented with vitamin E on antioxidant/oxidative balance of Argentine beef. Meat Sci 70: 35–44. 10.1016/j.meatsci.2004.11.018 22063278

[8] De la FuenteJ, DiazMT, AlvarezI, OliverMA, FurnolsMFI, et al (2009) Fatty acid and vitamin E composition of intramuscular fat in cattle reared in different production systems. Meat Science 82: 331–337. 10.1016/j.meatsci.2009.02.002 20416720

[9] RealiniCE, DuckettSK, BritoGW, Dalla RizzaM, De MattosD (2004) Effect of pasture vs. concentrate feeding with or without antioxidants on carcass characteristics, fatty acid composition, and quality of Uruguayan beef. Meat Science 66: 567–577. 10.1016/S0309-1740(03)00160-8 22060866

[10] YangA, BrewsterMJ, LanariMG, TumeRK (2002) Effect of vitamin E supplementation on alpha-tocopherol and beta-carotene concentrations in tissues from pasture- and grain-fed cattle. Meat Science 60: 35–40. 2206310310.1016/s0309-1740(01)00102-4

[11] BeckM, ReuterT, LindnerS, RichertH, HoffmannM (2013) Recording the Movement Behaviour of a Bolus in the Rumen of Cattle with a Magnetic Detector System. Biomed Tech (Berl).10.1515/bmt-2013-427724042913

[12] PinlocheE, McEwanN, MardenJP, BayourtheC, AuclairE, et al (2013) The Effects of a Probiotic Yeast on the Bacterial Diversity and Population Structure in the Rumen of Cattle. Plos One 8.10.1371/journal.pone.0067824PMC369950623844101

[13] YangCJ, ZouCX, LiangX, WeiSJ, LiSL, et al (2013) Rumen Bacterial Diversity of Water Buffalo (Bubalus bubalis) as Influenced by Concentrate Levels. Buffalo Bulletin 32: 951–951.

[14] WanapatM, KangS, KhejornsartP, WanapatS (2013) Effects of Plant Herb Combination Supplementation on Rumen Fermentation and Nutrient Digestibility in Beef Cattle. Asian-Australasian Journal Of Animal Sciences 26: 1127–1136. 10.5713/ajas.2013.13013 25049893PMC4093230

[15] CastrilloC, MotaM, Van LaarH, Martin-TeresoJ, GimenoA, et al (2013) Effect of compound feed pelleting and die diameter on rumen fermentation in beef cattle fed high concentrate diets. Animal Feed Science And Technology 180: 34–43.

[16] LiRW, LiC (2006) Butyrate induces profound changes in gene expression related to multiple signal pathways in bovine kidney epithelial cells. BMC Genomics 7: 234 1697298910.1186/1471-2164-7-234PMC1592091

[17] LiRW, SchroederSG (2012) Cytoskeleton remodeling and alterations in smooth muscle contractility in the bovine jejunum during nematode infection. Funct Integr Genomics 12: 35–44. 10.1007/s10142-011-0259-7 22203460

[18] S. A (2010) FastQC: a quality control tool for high throughput sequence data. Available: http://www.bioinformatics.babraham.ac.uk/projects/fastqc. Accessed 12 December 2014.

[19] YoungMD, WakefieldMJ, SmythGK, OshlackA (2010) Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biol 11: R14 10.1186/gb-2010-11-2-r14 20132535PMC2872874

[20] HuangDW, ShermanBT, TanQ, KirJ, LiuD, et al (2007) DAVID Bioinformatics Resources: expanded annotation database and novel algorithms to better extract biology from large gene lists. Nucleic Acids Research 35: W169–W175. 1757667810.1093/nar/gkm415PMC1933169

[21] KramerA, GreenJ, PollardJ, TugendreichS (2014) Causal analysis approaches in Ingenuity Pathway Analysis. Bioinformatics 30: 523–530. 10.1093/bioinformatics/btt703 24336805PMC3928520

[22] SuYQ, SugiuraK, WooY, WigglesworthK, KamdarS, et al (2007) Selective degradation of transcripts during meiotic maturation of mouse oocytes. Dev Biol 302: 104–117. 1702296310.1016/j.ydbio.2006.09.008PMC1847322

[23] Abdel-AzizHO, TakasakiI, TabuchiY, NomotoK, MuraiY, et al (2007) High-density oligonucleotide microarrays and functional network analysis reveal extended lung carcinogenesis pathway maps and multiple interacting genes in NNK [4-(methylnitrosamino)-1-(3-pyridyle)-1-butanone] induced CD1 mouse lung tumor. J Cancer Res Clin Oncol 133: 107–115. 1697745910.1007/s00432-006-0149-xPMC12160851

[24] PospisilP, IyerLK, AdelsteinSJ, KassisAI (2006) A combined approach to data mining of textual and structured data to identify cancer-related targets. BMC Bioinformatics 7: 354 1685705710.1186/1471-2105-7-354PMC1555615

[25] MayburdAL, MartlinezA, SackettD, LiuH, ShihJ, et al (2006) Ingenuity network-assisted transcription profiling: Identification of a new pharmacologic mechanism for MK886. Clin Cancer Res 12: 1820–1827. 1655186710.1158/1078-0432.CCR-05-2149

[26] CalvanoSE, XiaoW, RichardsDR, FelcianoRM, BakerHV, et al (2005) A network-based analysis of systemic inflammation in humans. Nature 437: 1032–1037. 1613608010.1038/nature03985

[27] MitraA, LuoJ, ZhangH, CuiK, ZhaoK, et al (2012) Marek's disease virus infection induces widespread differential chromatin marks in inbred chicken lines. BMC Genomics 13: 557 10.1186/1471-2164-13-557 23072359PMC3505159

[28] MerrickBA, AuerbachSS, StocktonPS, FoleyJF, MalarkeyDE, et al (2012) Testing an Aflatoxin B1 Gene Signature in Rat Archival Tissues. Chemical Research In Toxicology 25: 1132–1144. 10.1021/tx3000945 22545673PMC3358548

[29] JiaPL, KaoCF, KuoPH, ZhaoZM (2011) A comprehensive network and pathway analysis of candidate genes in major depressive disorder. Bmc Systems Biology 5.10.1186/1752-0509-5-S3-S12PMC328756722784618

[30] HiggsJD (2000) The changing nature of red meat: 20 years of improving nutritional quality. Trends In Food Science & Technology 11: 85–95.

[31] De SmetS, RaesK, DemeyerD (2004) Meat fatty acid composition as affected by fatness and genetic factors: a review. Animal Research 53: 81–98.

[32] GarciaPT, PenselNA, SanchoAM, LatimoriNJ, KlosterAM, et al (2008) Beef lipids in relation to animal breed and nutrition in Argentina. Meat Science 79: 500–508. 10.1016/j.meatsci.2007.10.019 22062910

[33] QuigleyJD3rd, SchwabCG, HyltonWE (1985) Development of rumen function in calves: nature of protein reaching the abomasum. J Dairy Sci 68: 694–702. 398908810.3168/jds.S0022-0302(85)80875-4

[34] BondzioA, GablerC, Badewien-RentzschB, SchulzeP, MartensH, et al (2011) Identification of differentially expressed proteins in ruminal epithelium in response to a concentrate-supplemented diet. Am J Physiol Gastrointest Liver Physiol 301: G260–268. 10.1152/ajpgi.00304.2010 21566014

[35] NaeemA, DrackleyJK, LanierJS, EvertsRE, Rodriguez-ZasSL, et al (2014) Ruminal epithelium transcriptome dynamics in response to plane of nutrition and age in young Holstein calves. Functional & Integrative Genomics 14: 261–273.2431876510.1007/s10142-013-0351-2

[36] DescalzoAM, InsaniEM, BiolattoA, SanchoAM, GarciaPT, et al (2005) Influence of pasture or grain-based diets supplemented with vitamin E on antioxidant/oxidative balance of Argentine beef. Meat Science 70: 35–44. 10.1016/j.meatsci.2004.11.018 22063278

[37] DescalzoAM, RossettiL, GrigioniG, IruruetaM, SanchoAM, et al (2007) Antioxidant status and odour profile in fresh beef from pasture or grain-fed cattle. Meat Science 75: 299–307. 10.1016/j.meatsci.2006.07.015 22063662

[38] PuttaguntaS, MathurM, CowinP (1994) Structure Of Dsg1, the Bovine Desmosomal Cadherin Gene Encoding the Pemphigus Foliaceus Antigen—Evidence Of Polymorphism. Journal Of Biological Chemistry 269: 1949–1955. 8294446

[39] MurataniM, KungC, ShokatKM, TanseyWR (2005) The F box protein Dsg1/Mdm30 is a transcriptional coactivator that stimulates Gal4 turnover and cotranscriptional mRNA processing. Cell 120: 887–899. 1579738710.1016/j.cell.2004.12.025

[40] OhkawaraB, GlinkaA, NiehrsC (2011) Rspo3 Binds Syndecan 4 and Induces Wnt/PCP Signaling via Clathrin-Mediated Endocytosis to Promote Morphogenesis. Developmental Cell 20: 303–314. 10.1016/j.devcel.2011.01.006 21397842

[41] RealiniCE, DuckettSK, WindhamWR (2004) Effect of vitamin C addition to ground beef from grass-fed or grain-fed sources on color and lipid stability, and prediction of fatty acid composition by near-infrared reflectance analysis. Meat Science 68: 35–43. 10.1016/j.meatsci.2004.02.002 22062005

[42] PriyantoR, JohnsonER, TaylorDG (1993) Prediction Of Carcass Composition In Heavy-Weight Grass-Fed And Grain-Fed Beef-Cattle. Animal Production 57: 65–72. 8454553

How the deposited data were processed for this re-analysis (not part of the article)

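Ruminal wall RNA of 4 Angus steers was measured by RNA-Seq, with 2 grass-fed steers (Grass_104 and Grass_222) and 2 grain-fed steers (Grain_184 and Grain_224). The condition of each sample was taken from the sample labels and the methods of the paper. The paper's sample names in Table 1 are not tied to these animals. Age differed together with diet, since the paper states that grain-fed steers reached market weight at about 14 months and grass-fed steers about 200 days later.

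The authors trimmed 15 bases from 50 bp reads, aligned the remaining 35 bp to the genome build UMD3.1 with Bowtie, counted reads per Ensembl gene with summarizeOverlaps and used edgeR for normalization and testing. The versions of these tools, the annotation release, the counting mode and the use of strand are not given in the sources used here. The deposited table of 24616 genes holds signal values, namely pseudo-counts that the authors obtained in edgeR by moving each count to a common library size, with the mean of the animal's own diet group and 1 common dispersion. The fitted common dispersion was 0.512. A second deposited table holds the authors' comparison, with the log2 fold change of grass over grain, the average log2 CPM, the likelihood ratio statistic (a score) and the p-value with its FDR for the 342 genes that passed FDR under 0.1.

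The adjustment behind the pseudo-counts was inverted to recover whole reads. Pairs of values shared by at least 25 genes gave the library ratios and the dispersion. The whole counts found this way returned the deposited pseudo-counts of 24616 genes (100%) within a relative tolerance of 1e-05, with a largest relative error of 6.4e-09. The TMM factors of the recovered reads gave back the library ratios fitted from the values, with a largest relative gap of 8.3e-10. Low values alone can pass as whole multiples of a very small step, so that the evidence for the recovery is this inversion. The procedure was tested on simulated data, where it returned 100% of 24616 genes.

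The recovered reads in genes were 5242466 and 6216014 in the grass-fed and 8885034 and 9030027 in the grain-fed steers. A gene with 0 reads in both steers of a diet was set against a floor of 3 reads over the 2 libraries, which is 0.257 CPM in grass-fed and 0.169 CPM in grain-fed steers. Intervals of shares of reads are Wilson 95% intervals and cover counting error only. The exact intervals, given for numbers and shares of genes, treat genes as independent. Genes that vary together make them too narrow, and they leave out differences between steers.

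The comparison of the diets used limma 3.58.1 (R 4.3.3) with a trend in the prior variance on log2(pseudo-count + 1), over the 12746 genes with a pseudo-count of at least 10 in at least 2 animals. The two-sided p-values were adjusted by the method of Benjamini and Hochberg, with a threshold of FDR under 0.1. Limma was the main test because the deposited values are not counts. As alternatives fixed before the data were examined, the pseudocount was set to 0.5 and 5, the filter was removed or replaced by a mean of at least 50, the values were rescaled by TMM or median-ratio factors, the prior variance was fitted without a trend, FDR under 0.05 was used, each animal was left out in turn, and the recovered reads were tested with the likelihood ratio test and the quasi-likelihood test of edgeR 4.0.16 and with DESeq2 1.42.0. The study's edgeR test over all 24616 genes was also planned, in case whole reads could be recovered, but without a choice of dispersion setting. Its dispersion settings, and its runs with each animal left out, were added after the data were examined. On simulated counts with changed genes among the genes tested, limma found 78.1% of the changed genes at 32-fold and 4.17% at 4-fold, with 9 false calls. On the same data edgeR's likelihood ratio test found 90.6% at 32-fold and 17.7% at 4-fold (87 and 17 genes), with 27 false calls. DESeq2 found 91.7% at 32-fold and 20.8% at 4-fold (88 and 20 genes), with 71 false calls. In both tests the false calls were a larger share of the calls than the FDR threshold of 0.1 allows. edgeR's quasi-likelihood test found 82.3% at 32-fold and 6.25% at 4-fold, with 7 false calls. The simulated genes took their spread from abundance alone and no steer was set apart. Limma was given simulated counts divided by library ratios there, not pseudo-counts adjusted within a diet. These shares therefore need not hold for the 4 steers. The 4 steers share no replicate numbers.

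The genes named in the text are those that the paper names and pairs with an Ensembl identifier. Further genes were to be named among those past the threshold, in lists of pathway and cell type genes and in the networks of the paper. No gene passed in limma, and the reference table of bovine genes held no Ensembl identifiers, so that symbols could be paired through Table 2 alone. Of its genes 9 are named, and 1 result is not reported here. The values of these genes in Table 2 had been seen when the rule was set. For the same reason no gene list was tested, and the GO terms, canonical pathways and qPCR genes other than MPZL2 were left out.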

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

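The tests of the depth of Grass_222, of an equal effect in both grass-fed steers and of counting noise were chosen after the results were seen.

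A signal in genes that the paper does not discuss set 1 grass-fed steer apart from the other 3 animals. In Grass_222, 427 genes were more than 32-fold lower than in each other steer, against 3 such genes in Grass_104, 4 in Grain_184 and 0 in Grain_224. These 427 genes held 18.6% of the reads in genes in Grass_104 (95% Wilson interval 18.60% to 18.67%), 28.4% in Grain_184 (28.40% to 28.46%) and 28.0% in Grain_224 (27.99% to 28.04%), but 0.122% in Grass_222 (0.119% to 0.125%). The gene ENSBTAG00000005353, named after its values were seen, had 187275 reads in Grass_104, 301 in Grass_222, 476744 in Grain_184 and 427332 in Grain_224. Of the 427 genes, 1 is in the authors' deposited table.

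Low depth of the library was excluded as the cause, since Grass_104 held fewer reads in genes (5242466 against 6216014) and had 3 such genes (exact 95% Poisson interval 0.619 to 8.77). An effect of grass that is alike in both grass-fed steers is ruled out by the way the 427 genes are defined. Apart from the filter and the adjustment within each diet, a further choice of genes used neither Grass_104 nor Grain_184. Of 600 genes at least 32-fold lower in Grass_222 than in Grain_224, 1.83% were as far below Grain_184 in Grass_104 (exact 95% interval 0.919% to 3.26%). A smaller effect of the diet remains open, because 26.3% of the 600 genes were at least 2-fold lower in Grass_104 than in Grain_184 (exact 95% interval 22.8% to 30.1%), against 14.9% of all genes tested. A piece of tissue with another make-up of cells is a candidate explanation that cannot be told apart from others here. The log2 ratios of the 427 genes had an interquartile range of 1.59, between the bounds set for and against 1 common factor. The genes were chosen by a cut on such ratios, which narrows this range, so that it cannot decide the question. The cell type markers could not be matched to identifiers.

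A second group of genes, most of them outside the authors' deposited table, had reads in 1 diet alone. In 105 genes, 0 reads were counted in both steers of a diet and at least 10 in each steer of the other, 86 of them at 0 in grass-fed and 19 at 0 in grain-fed steers. Of these, 58 at 0 in grass-fed and 10 at 0 in grain-fed steers are not among the genes of the authors' deposited table, whereas GALNT15, MFAP5, ADAMTS15, RSPO3 and DSG1 are of this kind. Counting noise alone would give 0.0062 such genes, which excludes depth alone as the cause. This value covers counting error only and leaves out differences between animals. Pairing the animals in the other ways gave 48 and 15 such genes, so that differences unrelated to diet also give some. Of the 105 genes, 37 are in the authors' deposited table, which was made on the real split, against 0 in the other splits. Outside that table the contrast is weaker. It sets 58 and 10 genes in the real split against 45 and 3, or 12 and 3, in the others. Only 1 of the 3 splits, the real one, gave as many as 105, and 3 splits are too few for a share under 0.05. Diet and age, which the design does not separate, remain untested explanations.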

How the results depend on the processing

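A run of edgeR's test over all genes was planned, but its dispersion settings and its runs without 1 animal were chosen after the data were examined. With limma the number of genes past FDR under 0.1 was 0 with a pseudocount of 0.5 or 5, without a filter, with a mean of at least 50, after rescaling by TMM or median-ratio factors, without a trend and at FDR under 0.05, and it was 0 in edgeR's quasi-likelihood test. The lowest FDR of these runs was 0.216, without a trend, and at an unadjusted p under 0.05 they counted 727 to 1319 genes. edgeR's likelihood ratio test on the recovered reads called 515 genes, 380 higher in grass-fed and 135 in grain-fed steers, with 83 and 82 at a log2 fold change of at least 5. DESeq2 called 528, 397 and 131, with 70 and 61. Over all 24616 genes the likelihood ratio test called 320, 249 and 71, with 79 and 44, and with dispersions moved towards 1 common value 829, 500 and 329, with 324 and 264. Leaving out 1 animal in limma gave 0 to 5122 genes, 0 to 2139 higher in grass-fed and 0 to 2983 in grain-fed steers, with 0 to 120 and 0 to 588 at a log2 fold change of at least 5. The highest counts came without Grass_104. Without Grass_222, 195 genes passed, and without Grain_184 or Grain_224, 0 passed. The likelihood ratio test over all genes called 5345 genes without Grass_104 (2623 and 2722, with 563 and 806), 1092 without Grass_222 (573 and 519, with 97 and 122), 0 without Grain_184 and 1 without Grain_224, which was higher in grain-fed steers with a log2 fold change of at least 5. The lone steer of a diet is assumed to vary like the others in these runs, so that the spread then comes from the remaining pair, and the grain-fed pair was the closer one. Beyond this the cause was not tested. None of the 9 genes reported from Table 2 changed direction in 186 runs of a gene under a setting, and they passed FDR under 0.1 in 67 of these, which include all 9 genes in edgeR's likelihood ratio test and in DESeq2. In the simulated comparison limma made calls with 2 animals per diet, and edgeR's likelihood ratio test and DESeq2 made more false calls than their FDR threshold allows. The simulated genes took their spread from abundance alone, and no simulated steer was set apart as Grass_222 is. That comparison therefore cannot tell how many changed genes limma misses in these steers. No paired analysis was possible because the steers of the 2 diets share no replicate numbers. The gene list tests and their alternatives were not run, since the identifiers were not paired with symbols. Depth limits the genes at 0 reads, for which a fold is a lower bound.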

Differences from the paper's values

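The paper gives 342 differentially expressed genes at FDR under 0.1, and limma gave 0. The paper's 267 genes higher in grass-fed steers and 75 higher in grain-fed steers stand against 0 and 0, and its 82 and 44 genes with a log2 fold change of at least 5 against 0 and 0. Among the alternatives set before the data were examined, edgeR's likelihood ratio test came within 1.5 times the paper's number for the genes higher in grass-fed steers (380) and for those with a log2 fold change of at least 5 there (83), but not for the total (515), the genes higher in grain-fed steers (135) or those with a large change there (82). DESeq2 came within it for the genes higher in grass-fed steers (397), and for the large changes in grass-fed (70) and grain-fed steers (61), but not for the total (528) or the genes higher in grain-fed steers (131). Leaving out Grass_104 came within it for the large changes in grass-fed steers (120) alone. The quasi-likelihood test and all other settings that were fixed in full beforehand did not reach any of the 5 numbers. A test over all 24616 genes was planned too, but its dispersion settings were chosen after the values were seen. With dispersions moved towards a trend, edgeR's likelihood ratio test over all 24616 genes gave 320, 249, 71, 79 and 44. It drops 24 of the paper's 342 genes. The same test with dispersions moved towards 1 common value, which is how the paper words its method, gave 829 and drops 82. The same test over all genes without Grass_222, also chosen later, gave 97 large changes in grass-fed steers and drops 115.

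The paper's log2 fold changes of 7 genes in Table 2 differ from those of limma on the log2(pseudo-count + 1) scale. They are -10.2324 in the paper against -7.19 for GALNT15, 9.832995 against 6.59 for F2RL1, 10.24195 against 6.26 for DSG1, -9.58044 against -6.56 for MFAP5, 10.38487 against 5.93 for LOC512548, -9.47078 against -6.46 for ADAMTS15 and -9.40866 against -6.40 for RSPO3. These genes had 0 reads in both steers of a diet, so that the fitted value depends on the count that is added. The scales differ in this respect, and on the scale of edgeR's count models the likelihood ratio test gave -10.24 for GALNT15 and 10.18 for DSG1. Of the alternatives set before the data were examined, both edgeR tests, which give no standard error, came within that of limma, and DESeq2 within its own, for all 7 genes. The filter on a mean of at least 50 left the values of F2RL1, DSG1 and LOC512548 unchanged at 6.59, 6.26 and 5.93. The paper's values fall within the standard errors of that run only because these grew to 3.42, 4.07 and 4.695, so that it did not close the gap. The other planned settings did not come within their standard errors. For the likelihood ratio test over all genes, which was planned, the dispersion settings were chosen after the values were seen. It dropped 24 of the paper's 342 genes with a trend and 82 with 1 common value, and came within limma's standard error for all 7 genes. Without 1 steer it did so for all 7, except for DSG1 and LOC512548 without Grass_222, and it dropped 12 genes without Grass_104, 115 without Grass_222, 342 without Grain_184 and 341 without Grain_224.

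The paper's CPM values in Table 2 differ from the CPM computed from the recovered reads. For grass-fed steers the paper gives 87.60 for GALNT15, 51.10 for MFAP5, 45.41 for ADAMTS15 and 40.54 for RSPO3, each against 0 here. It gives 29.64 for F2RL1 against 14.9 and 67.23 for SLC2A11 against 20.4. Its values of 10.94 for DSG1 against 19.3 and 5.89 for LOC512548 against 21.2 lie within the SD of the grass-fed steers (23.0 and 27.7), so they are not counted as different. For grain-fed steers the paper gives 76.81 for F2RL1, 126.94 for DSG1 and 145.61 for LOC512548, each against 0 here. It gives 60.11 for GALNT15 against 20.7, 42.88 for MFAP5 against 13.1, 41.68 for ADAMTS15 against 12.2, 42.89 for RSPO3 against 11.7, 797.15 for MPZL2 against 2.93 and 82.15 for SLC2A11 against 0.451. No alternative set before the data were examined applies to these values, and the mean pseudo-count of each diet did not reach them either. In a comparison chosen after the values were seen, the 18 CPM values compared from Table 2 equal, within 0.01, the mean pseudo-count of Grass_104 and Grain_184 (the paper's column for grass) and of Grass_222 and Grain_224 (its column for grain), which stand next to each other in the deposited table. Each of these means joins 1 steer of each diet, and pseudo-counts are not scaled to CPM. The grass values of DSG1 and LOC512548 above are such means too. So is the paper's grass value of 124.84 for MPZL2, which lies close to the 126.0 found here. For these 3 genes, closeness to the grass-fed CPM therefore carries no meaning. None of the paper's called genes is dropped by this, since it concerns no call. In 8 of the 9 genes, RSPO3 being the exception, the order of the paper's CPM values for grass and grain goes against the sign of its log2 fold change. The signs of the log2 fold changes here were those of the paper for all 9 genes.

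The title of the S2 Table describes its genes as common to all samples. Here 12366 of the 24616 genes had at least 1 read in each of the 4 steers.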

Other observations

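The comparison with Grass_104 was set before its result was seen, and the other values were chosen after the data were examined. Part of the genes that were far higher in grass-fed steer Grass_222 were also higher, by less, in the other grass-fed steer. Of 127 genes at least 32-fold higher in Grass_222 than in Grain_224, 71.7% were at least 2-fold higher in Grass_104 than in Grain_184 (exact 95% interval 63.0% to 79.3%), with a median log2 difference of 2.06, against 14.8% of all genes tested, and 11.8% were at least 2-fold lower. The 2 comparisons share no steer, but each pseudo-count was adjusted with the mean of its diet group. The filter on the genes tested also used all steers. A gene below the filter's lowest value in Grain_224 passed only if Grass_104 or Grain_184 reached that value. The share that followed can therefore partly come from the filter, and the share of all genes tested is not a fair baseline for it. Of the 127 genes, 79 are in the authors' deposited table. With the grain-fed steers exchanged, 47.3% of the genes chosen in the same way followed (exact 95% interval 39.9% to 54.8%). An effect of the diet is a candidate explanation, but the share depends on the pairing of the animals and perhaps on the filter. Diet cannot be told apart from age or from the make-up of the tissue pieces in this design.

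In a principal component analysis of the 12746 genes tested, the first component held 70.5% of the variance and set Grass_222 (score 183.2) apart from Grass_104 (-32.8), Grain_184 (-80.4) and Grain_224 (-70.0). The second component held 21.0% and had its most extreme score in Grass_104 (-99.6).

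With the animals split in other ways, edgeR's likelihood ratio test over all genes called 31 genes for Grass_104 and Grain_184 against the other 2 steers and 0 for Grass_104 and Grain_224 against the others, against 320 for the 2 diets. With 3 splits no share under 0.05 can be reached.

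Among the 10 genes with the most reads, 4 had nearly equal counts in each library, 65766 to 66169 in Grass_104, 95406 to 95791 in Grass_222, 62414 to 63090 in Grain_184 and 43616 to 44348 in Grain_224. Whether near-identical copies share reads was not tested, so that the levels of these 4 genes are uncertain.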
